# Global Deletion of TSPO Does Not Affect the Viability and Gene Expression Profile

**DOI:** 10.1371/journal.pone.0167307

**Published:** 2016-12-01

**Authors:** Huaishan Wang, Kangle Zhai, Yingchao Xue, Jia Yang, Qi Yang, Yi Fu, Yu Hu, Fang Liu, Weiqing Wang, Lianxian Cui, Hui Chen, Jianmin Zhang, Wei He

## Abstract

Translocator Protein (18kDa, TSPO) is a mitochondrial outer membrane transmembrane protein. Its expression is elevated during inflammation and injury. However, the function of TSPO *in vivo* is still controversial. Here, we constructed a TSPO global knockout (KO) mouse with a Cre-LoxP system that abolished TSPO protein expression in all tissues and showed normal phenotypes in the physiological condition. The birth rates of TSPO heterozygote (Het) x Het or KO x KO breeding were consistent with Mendel’s Law, suggesting a normal viability of TSPO KO mice at birth. RNA-seq analysis showed no significant difference in the gene expression profile of lung tissues from TSPO KO mice compared with wild type mice, including the genes associated with bronchial alveoli immune homeostasis. The alveolar macrophage population was not affected by TSPO deletion in the physiological condition. Our findings contradict the results of *Papadopoulos*, but confirmed *Selvaraj*’s findings. This study confirms TSPO deficiency does not affect viability and bronchial alveolar immune homeostasis.

## Introduction

Translocator Protein (18kDa) (TSPO), previously known as Peripheral Benzodiazepine Receptor (PBR), is an outer mitochondrial membrane protein with five transmembrane domains[1–3]. TSPO is widely expressed in different tissues including the adrenal cortex, white adipose tissue, brown adipose tissue, lung, liver, spleen and thymus[4,5]. However, its precise function remains unclear. Several inflammatory diseases are associated with elevated TSPO expression[6–8]. Increased uptake of radioisotope labeled high affinity ligands of TSPO have been used clinically as biomarkers to monitor inflammatory status in neurodegenerative diseases, brain injury and cancer[6,8–10]. Before TSPO knockout (KO) mice were constructed, knowledge regarding TSPO function was acquired from studies based on the hypothesis that TSPO is activated by ligands[8]. However, functions of TSPO *in vivo* are not clear.

TSPO deficiency was thought to be lethal during embryonic development given its presumed crucial roles in steroid biosynthesis, mitochondria functions and secondary signal transduction[8,11] However, *Selvaraj* and colleagues reported that TSPO KO mice survived with normal phenotypes[12]. Two independent research groups reported that TSPO KO mice survived to adulthood without overt phenotypes, developmental defects or cholesterol metabolism disorders[4,13]. In addition, *Papadopoulos* and colleagues reported that TSPO deficiency led to reduced viability, but *Selvaraj* suggested conflicting results[14]. These studies address the questions regarding what roles TSPO play during development.

In this study, we generated TSPO floxed mice using a Cre-LoxP system[15,16], with whole body deletion of TSPO. Consistent with previous studies[4,12,17], TSPO KO mice survived until adulthood with a birth rate consistent with Mendel’s Law. We know lung tissue is quiescent with unique immune homeostasis and high expression of TSPO, especially in bronchial alveolar epithelial cells and alveolar macrophages[7]. Our Digital Gene Expression Profiling (DGE) analysis showed no significant difference in the transcriptome profile of lung tissue between TSPO KO mice and wild type (WT) mice. This suggests that TSPO KO mice have normal gene expression profiles and normal bronchial alveolar immune homeostasis.

## Reagents and Methods

### Mice

All animal procedures were approved by the Animal Care and Use Committee of Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences (IBMS, CAMS). TSPO Floxed mice, Flp transgenic mice and Protamine-Cre transgenic mice were C57BL/6J background and mice were maintained in SPF conditions at Experimental Animals Center of IBMS-CAMS. Mice were euthanized by Carbon Dioxide, for tissue isolation, mice were anesthetized by sodium pentobarbital.

### Genotyping

TSPO floxed and KO pups were labeled by cutting toes 7 to 10 days after birth, one toe or tail tip was selected for genotyping. Genomic DNA was isolated according to the Dirty DNA Isolation Protocol of the Jackson Laboratory[18]. Briefly, samples were digested 90min at 98°C, placed at 15°C with 75μl NaOH-EDTA solution (25mM NaOH, 0.2mM EDTA), then mixed with 75μl 40mM Tris-HCl (pH5.5) Genomic DNA was used for genotyping. Standard PCR (Taq Master Mix, Quick Taq HS DyeMix, TOYOBO) was used, annealing temperature was 60°C with 35 cycles. The oligonucleotides for mouse genotyping were Flp forward (F) = 5’-tac aag tgg atc gat cct acc cct tgc g-3’; Flp reverse (R) = 5’-tcc cag gtc caa ctg cag ccc aag ctt cc-3’; Protamine-Cre F = 5’-CAT GTT CAG GGA TCG CCA GGC GTT T-3’; Protamine-Cre R = 5’-GTG CTA ACC AGC GTT TTC GTT CTG CCA A-3’; KO Forward (P1) = 5’-GAT GGA GAA ACT GAG TCC CAG TCA GGG T-3’; KO Reverse (P2) = 5’-GCT CTG CCC TAA TCA CAA AGT TTC ACA C-3’; KO Reverse (P3) = 5’-TTA AGG AGA GGT TTT GTC CTT GTG TC-3’.

### Antibodies

Anti-mouse TSPO Antibody (#9530) for Western blot was purchased from Cell Signaling Technology^®^ (CST, Danvers, Massachusetts); Anti-PBR (TSPO) RabMAb^®^ [EPR5384] for WB and IHC was purchased from Abcam (Cambridge, UK); Mouse Anti-GAPDH antibody was purchased from BOSTER (BM1623, Wuhan, P.R.China); Alexa Fluor^®^ 488 anti-mouse F4/80 Antibody (BM8) and Alexa Fluor^®^ 647 anti-mouse CD206 (MMR) Antibody (C068C2) were purchased from BioLegend^®^ (San Diego, California, U.S.); HRP anti-mouse/rabbit IgG secondary antibodies for WB and DAB Kit for IHC were purchased from ZSGB-BIO (Beijing, P.R.China); Mouse on Mouse (M.O.M.^™^) ImmPRESS^™^ HRP (Peroxidase) Polymer Kit and ImmPRESS^™^ HRP Anti-Rabbit IgG (Peroxidase) Polymer Detection Kit for IHC were purchased from Vector Laboratories, Inc.(Burlingame, Ca, U.S.).

### Western blotting

TSPO expression of different tissues was examined by Western blot as previously described[19]. Tissues were homogenized in EDTA-free RIPA buffer containing protease inhibitor (Thermo Scientific) on ice, lysates were separated through 12% SDS-PAGE and blotted onto NC membrane. After incubating TSPO antibody (CST) for 36h-48h at 4°C and HRP-secondary antibody for 1h at room temperature, signal was exposed with Supersignal West Pico Chemiluminescent Substrate (Thermo Scientific) and CliNX chemiscope 3400 (CliNX Science Instruments Co., Ltd).

### H&E staining and immunohistochemistry (IHC)

TSPO WT and KO (6 weeks, male) were anesthetized with 2% sodium pentobarbital (100mg/kg), and then fixed by cardiac perfusion with 4% PFA and processed for H&E staining and IHC as described previously[4]. Briefly, tissue sections were blocked with 5% goat serum and incubated with Anti-PBR (TSPO) RabMAb^®^ (Abcam, 1:1500) at 4°C overnight and ImmPRESS^™^ HRP Anti-Rabbit IgG (Peroxidase) Polymer Detection Kit at room temperature for 45 minutes. HRP was detected with DAB Kit (ZSGB-BIO). Nikon microscope was used for whole viewed section scan.

### RNA-seq and differential analysis

Total RNAs from lung tissues of 9 TSPO WT and 9 TSPO KO mice were isolated, 3 samples of every group were combined after RNA extraction for quality control and RNA-seq loading samples. RNA-seq was performed as DGE on an Illumia HiSeq platform and 50 bp paired-end reads were generated (RiboBio Co. Ltd.). The NCBI Gene Expression Omnibus (GEO) of the deep sequencing data were submitted under accession umber GSE84942. High-quality reads were aligned to the mouse reference genome (mm10)[20]. Significant differences were analyzed by negative binomial distribution test after read-counts normalization[21], fold change and adjusted *P* value (Q value) by the Benjamini-Hocherg false discovery rate (FDR) procedure (Q value) were considered as factors for differential analysis[22]. Genontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed as previously described[22–24]. DAVID (NIAID, NIH) Database was employed for gene annotation analysis[25,26]. TSPO WT and KO locus (mm10) of RNAseq were analyzed by IGV[27,28] software. Heat maps of interaction protein genes and bronchoalveolar immune microenvironment associated genes were analyzed by Multiple Array Viewer (MeV) v4.9 software[29].

### Bronchoalveolar lavage fluid (BALF)

Mice were anesthetized, trachea was exposed, BALF and bronchovesicular cells were collected by lung lavage twice with 1ml normal saline containing 0.05% EDTA. BALF was centrifuged at 4,500 rpm, the first lavage supernatant was used to detect cytokines and mixed cells for flow cytometry analysis.

### Flow cytometry

Flow cytometry of alveolar cells was preformed as previously described[30]. BALF cells were resuspended in wash buffer (1% BSA-PBS), fluorescently labeled antibodies were incubated at 4°C in dark for 20 minutes, and washed twice with ice wash buffer. Cells were detected by BD C6 Flow Cytometry and the data were analyzed by C6 software.

### Statistical analysis

Results are presented as mean ± S.E.M. unless otherwise specified. Statistical significance was determined by Student’s *t*-tests; Birth rate difference compared with Mendel’s law was detected using Chi-squared test. Differences of statistical analysis at *P* < 0.05 were considered significant.

## Results

### Generation of TSPO KO mice

Given previous evidence that deficiency could be lethal during embryonic development[11], TSPO floxed mice for conditional deletion were generated by targeting the transmembrane domains contained within exon 2 and exon 3 of the mouse genomic locus. TSPO targeting vector was constructed by introducing two LoxP sites between exon 2 and exon 3 (Target region) and a NEO selection cassette floxed by Frt sites (Fig 1A). TSPO was genomically deleted by breeding with the male germ-line protamine-Cre deleted mice. After two rounds of breeding, heterozygote mice were generated and then intercrossed to generate homozygote TSPO KO mice (Fig 1B). TSPO KO mice were confirmed by PCR (Fig 1C and 1D). The homozygote TSPO KO mice were viable to adulthood, consistent with previous findings[4,12].

**Fig 1:**
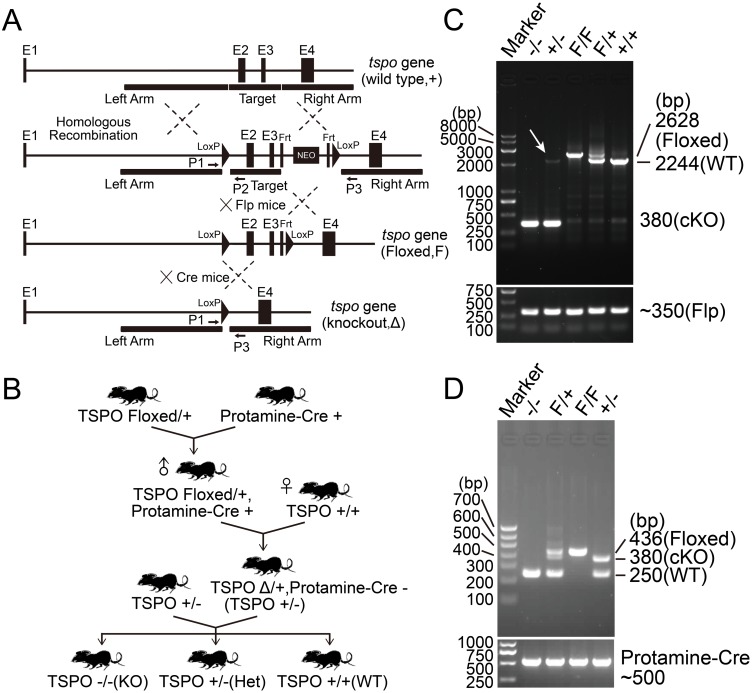
Generation of TSPO KO mice. (A) Schematic of generation of TSPO Floxed mice and conditional KO mice by Cre-LoxP System. Conditional TSPO KO mice were generated by targeting exon 2 and exon 3 of the mouse genomic locus, a NEO selection cassette Floxed by Frt sites. (B) Schematic of crossing program for TSPO global knockout mice, Protamine-Cre is a transgenic mouse where Cre recombinase expression is driven by sperm specific protamine promotor. (C) Genotyping of TSPO Floxed mice and KO mice by a TSPO genotyping primer pair 1 & 3, and Flp primers. (D) Genotyping of TSPO Floxed mice and KO mice by three TSPO genotyping primers 1, 2 and 3, and Protamine-Cre primers.

### TSPO KO mice have normal viability

To determine the viability of TSPO KO mice, TSPO Het x Het mouse breeding was set up to examine the birth rate of each genotype (WT, Het and KO). 527 offspring were born during more than 2 years of Het x Het breeding and consisted of 138 WT (26.19%), 236 Het (44.78%) and 153 KO (29.03%) mice (Fig 2A). These numbers were consistent with Mendel’s Law: WT 25%, Het 50%, KO 25% and 50% female, 50% male. No significant difference was observed in the birth rates by Chi-Squared Tests (*P*<0.05). Thus, TSPO knockout did not affect the viability of mice. To further verify the viability rate of TSPO KO mice, TSPO KO x KO mouse breeding was also set up. Two litters produced 16 pups with normal physical condition (Fig 2B and 2C) and gender birth rate (Fig 2D).

**Fig 2:**
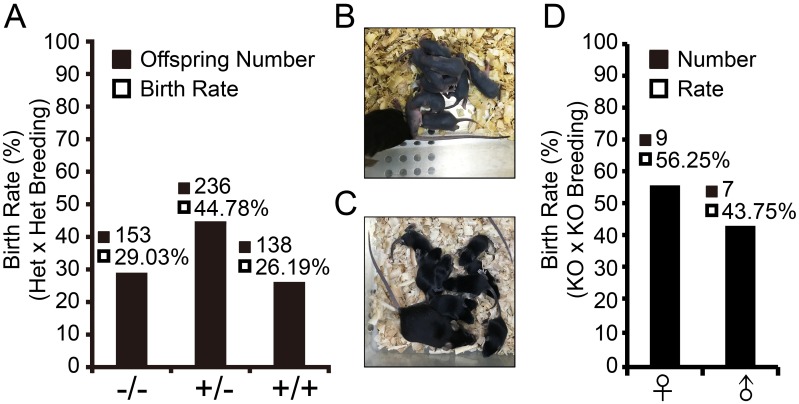
TSPO deletion does not affect viability by Het x Het and KO x KO breeding. (A) Birth rate of offspring of TSPO Het x Het breeding. (B) One litter Pups born 4 days from TSPO KO x KO breeding. (C) One litter pups born 9 days from TSPO KO x KO breeding. (D) Birth rate of offspring in TSPO KO x KO breeding. Chi-Squared Test was used to determine significant difference compared with Mendel’s Law.

### Global deletion of TSPO did not affect the morphology of main organs and tissues

Previous studies demonstrated that TSPO KO mice had normal phenotypes[4,12,13,17]. To further characterize the phenotypes of TSPO KO mice, we first examined the expression of TSPO protein in major organs and tissues from TSPO WT and KO mice by Western blotting and IHC. The results show high levels of TSPO expression in the bronchial alveolar epithelium, alveolar macrophages, heart muscle, liver, spleen, thymus, kidney, testicular/epididymal mesenchymal, fat, skin, duodenum, ependyma and olfactory bulb. In comparison, we found low levels of TSPO expression in lung parenchyma, brain cortex, hippocampus, midbrain and leg muscle tissue (Fig 3A and 3B). The expression of TSPO protein was completely deleted in all tissues in KO mice (Fig 3A and 3B). To determine whether global deletion of TSPO results in the morphological changes in the main organs or tissues, H&E staining of tissue sections from WT and TSPO KO mice was performed. No distinguishable morphological changes were observed in the main tissues from KO mice compared with WT mice (Fig 3C). These results suggest that whole body deletion of TSPO does not affect the development of major organs and tissues in TSPO KO mice.

**Fig 3:**
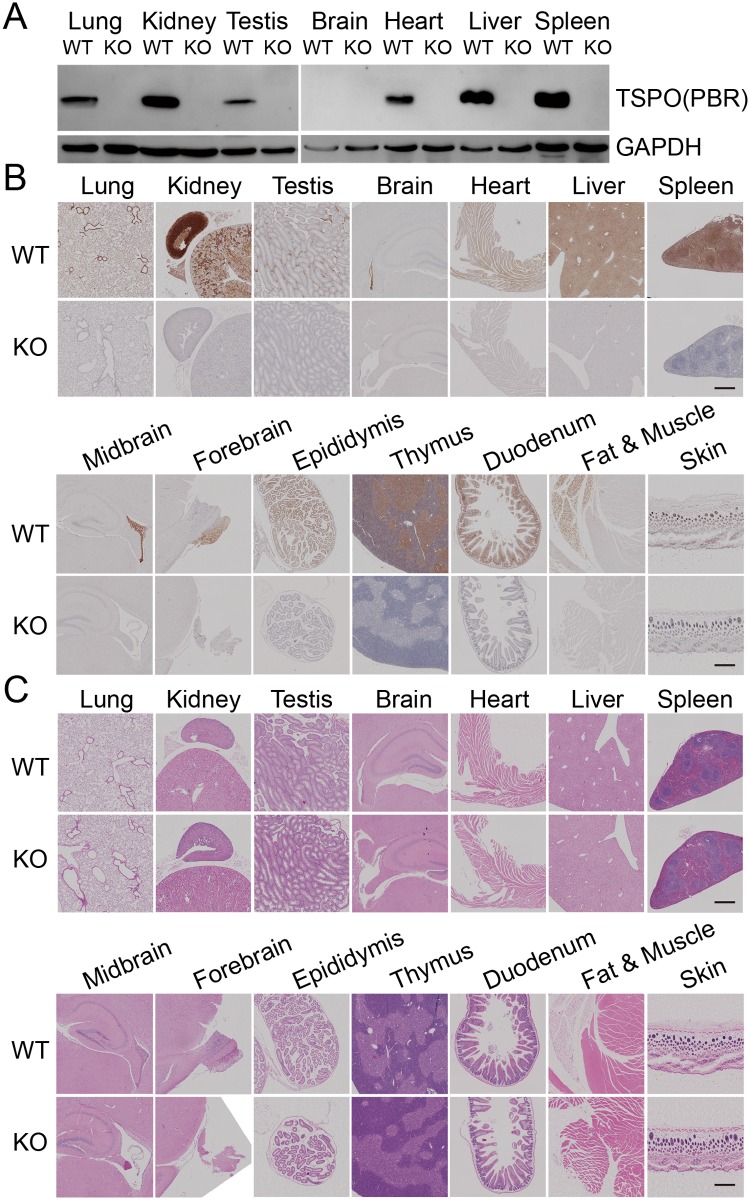
TSPO expression was abolished in global KO mice without pathological changes. TSPO expression in different tissues from WT and KO mice were detected by western blotting (A) and IHC (B); (C) H&E staining of different tissues from WT and TSPO KO mice. Scale Bars, 100μm.

### TSPO deletion did not affect gene expression profile in lungs of TSPO KO mice

To ascertain which genes were impacted after TSPO deletion, transcriptome profiles of WT and KO lung tissues were analyzed using RNA-seq. 

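RNA-seq counts the messenger RNA fragments of each gene, here in whole lung tissue, which holds alveolar and airway epithelium, vessels and immune cells together. RNA of 9 WT and 9 KO mice aged 6 to 8 weeks was combined in pools of 3 littermates, which gave 3 WT and 3 KO libraries. The spread between libraries is therefore that of pools and not of single mice. The authors sequenced the libraries as paired-end reads and aligned them to the mouse genome mm10 with TopHat. The tool that counted the reads, its annotation release and its strand setting are not given in the sources used here. The deposited values are whole counts for 31176 RefSeq transcripts and 33353 FANTOM3 cDNA clones. Over all of these, the totals were 17324664, 18676709 and 16180108 counts in the WT libraries 1, 2 and 3, and 17550525, 19453607 and 16356333 in the KO libraries. Transcripts of the same gene share reads: in WT library 1, the 2 highest of the 4 transcripts of Gsn (gelsolin) had 27258 and 25555 counts. Each gene was therefore represented by its RefSeq transcript with the highest total, a choice made after the table was seen, which left 23473 genes and 9617086 to 11942318 counts per library. Differences were tested with edgeR's quasi-likelihood test after TMM scaling, over the 14802 genes with enough counts, and p-values were adjusted by the Benjamini-Hochberg method. Levels are given as CPM, counts scaled to a common library size after TMM, as mean ± SD (n = 3 pools), and log2 fold changes as KO against WT, so that negative values are lower in KO. The TMM factor was lowest in WT library 3, at 0.890, against 1.01 to 1.05 in the others. In that library Rn45s, the precursor of ribosomal RNA, took 11.4% of the counts, against 0.224% to 0.427% in the others. No library was a copy of another of its genotype, as these differed by 7.60 to 17.3 times the sampling noise (chi-square per degree of freedom) without WT library 3, and by 108 and 117 times in the pairs with it. The test, the filter, the gene lists and the rule for the genes to name were set before the data were examined.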

The mouse TSPO gene is located at chr15:83,561,573–83,576,203 (mm10). 

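In the reference annotation, Tspo lies on the plus strand of chromosome 15, with its RefSeq gene from 83563573 to 83574203 in mm10. It has 4 exons, placed from the GENCODE transcript. Exon 1, from 83563592 to 83563644, is 53 bp long and holds only 5' untranslated sequence. Exon 2, from 83571385 to 83571595, is 211 bp long and carries the start codon at 83571414 to 83571416. Exon 3, from 83572200 to 83572338, is 139 bp long and codes for protein throughout. Exon 4, from 83573770 to 83574203, is 434 bp long, of which 186 bp code for protein before the stop codon at 83573956 to 83573958. The transcript is 837 bp long and its coding sequence, with the stop codon, 510 bp. Mcat, which encodes a mitochondrial enzyme of fatty acid synthesis, lies upstream from 83546797 to 83555759, and Bik, a gene of the Bcl-2 family, further upstream from 83526790 to 83544635. Ttll12, of the tubulin tyrosine ligase-like family, begins downstream at 83575094 and ends at 83595157.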

Fig 4A shows the locus of samples for RNA-seq by IGV software. TSPO KO mouse model was constructed by deleting exon 2 and 3 (Fig 1A). RNA-seq data confirmed the deletion of this region (Fig 4A). 

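Tspo, which encodes a cholesterol-binding protein of the outer mitochondrial membrane, fell in KO lungs to 13.7% of the WT level (95% confidence interval 11.7% to 16.0%), a 7.33-fold difference. Its level was 154 ± 1.61 CPM (SD, n = 3 pools) in WT and 21.0 ± 1.14 CPM (SD, n = 3 pools) in KO. The counts of its transcript, NM_009775, were 1721, 1766 and 1307 in the WT libraries and 234, 262 and 200 in the KO libraries. The log2 fold change was −2.87 (standard error 0.10, adjusted p = 1.42e-07 from edgeR's quasi-likelihood test). Every KO library was below every WT library (two-sided exact permutation test, p = 0.1, the smallest that 3 pools against 3 allow).
Exons 2 and 3 together hold 350 bp of the transcript and 321 of its 510 coding bp (62.9%), the start codon included. Exons 1 and 4, which lie outside them, hold 487 bp, or 58.2% of the transcript. Exon 1 ends in CTGCGTGAGCGGGGCTGTGG and exon 2 begins with ATCTTTCCAGAACATCAGTT, and exon 3 ends in GTGCCCGGCAGATGGGCTGG and exon 4 begins with GCCTTGGCCGATCTTCTGCT. The values cover the transcript as a whole, so they do not place the remaining KO counts in any exon, and read positions were not analysed here.
The genes beside Tspo did not pass the test. Mcat had a log2 fold change of 0.12 (standard error 0.12), Ttll12 of −0.03 (standard error 0.16) and Bik of −0.04 (standard error 0.16). Of the 18 tested neighbours, 9 had a higher mean in KO and 9 a lower one, and 0 passed when adjusted over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there was 1, Pnpla3, a lipase gene of lipid droplets, at −0.66 (standard error 0.29). As a list they had a median log2 fold change of 0.00 and a mean of −0.06 (camera, direction down, adjusted p = 0.632).

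**Figure D1:**
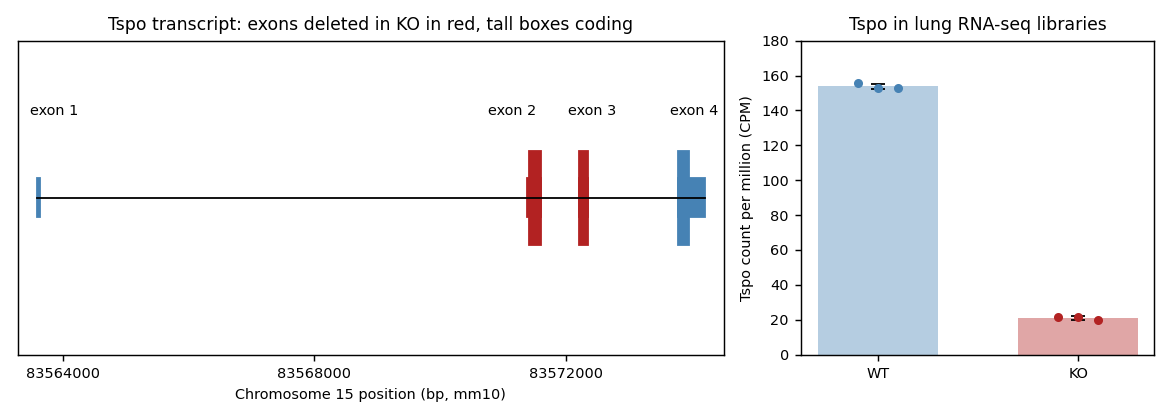
Left, the Tspo transcript on chromosome 15 (x axis, position in bp, mm10), with exons as boxes, tall where they code for protein, the exons deleted in KO (2 and 3) in red and introns as a line. Right, Tspo in CPM (y axis) by genotype, with a point per library, bars at the mean and error bars of 1 SD (n = 3 pools): the WT libraries lie at 153 to 156 CPM and the KO libraries at 19.7 to 21.7 CPM.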

TSPO interacting proteins reported in the literatures[31,32] and STRING (functional protein association networks) database (Version 10.0)[33] were analyzed and are presented as a heat map (Fig 4B). 

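No gene of a TSPO partner in the mitochondrial membrane passed the test between WT and KO lungs. Vdac1, the voltage-dependent anion channel of the outer membrane, had 137 ± 6.85 CPM in WT and 142 ± 11.4 CPM in KO (SD, n = 3 pools), a log2 fold change of 0.05 (standard error 0.10). Slc25a4 and Slc25a5, the ADP/ATP carriers of the inner membrane that the label ANT could stand for, had log2 fold changes of 0.14 and 0.08. Star, which moves cholesterol into mitochondria, had 8.47 ± 0.776 CPM in WT and 7.30 ± 0.771 CPM in KO, a log2 fold change of −0.21 (standard error 0.17). Dbi, the diazepam binding inhibitor and a ligand of TSPO, had 69.0 ± 4.57 CPM in WT and 70.1 ± 6.41 CPM in KO, a log2 fold change of 0.02 (standard error 0.11). Acbd3, which links TSPO to protein kinase A, and Prkaca, a catalytic subunit of that kinase, had log2 fold changes of −0.02 and 0.01. Of the transcription factors, Fos was at −0.20 (standard error 0.16), Jun at 0.04 (standard error 0.11) and Ppara at −0.13 (standard error 0.25).
The figure has 20 labels that stand for 1 gene each, of which 17 had enough counts for a test. Their log2 fold changes ran from −0.65 to 0.05 with a median of −0.09, 7 above 0 and 10 below, and 0 passed the test adjusted over all genes (edgeR's quasi-likelihood test, and also 0 with DESeq2, edgeR's exact test and limma-voom). At an unadjusted p under 0.05 there was 1 gene, and 1 passed when adjusted over the list alone, both times Ttn, which encodes the sarcomere protein titin and lies on chromosome 2 from 76703980 to 76982557. Ttn had 46.4 ± 12.0 CPM in WT and 29.6 ± 1.43 CPM in KO, a log2 fold change of −0.65 (standard error 0.17), with an unadjusted p of 0.00268 from edgeR and 0.0455 over the list. It was the 1 gene of the 17 whose WT and KO libraries did not overlap, which chance gives for 10% of genes. In WT library 2, genes of skeletal muscle were above the other libraries (Atp2a1, a calcium pump, 23.6 CPM against 1.11 to 2.81), and without that library Ttn had a log2 fold change of −0.57. Ttn itself was highest in WT library 3, with 32.8, 51.0 and 55.5 CPM in the WT libraries and 28.9, 28.6 and 31.2 CPM in KO. No gene passed over the list alone without WT library 2 (smallest adjusted p = 0.0658), WT library 3 (0.254), KO library 1 (0.0809), KO library 2 (0.168) or KO library 3 (0.0656).
For 13 of the 17 genes the 95% confidence interval excluded a 2-fold change in either direction. The 4 others were Ttn (−1.02 to −0.28), Retnlg, a resistin-like gene of neutrophils (−1.22 to 0.23), Cntf, a ciliary neurotrophic factor (−1.07 to 1.07), and Slc5a8, a sodium-coupled transporter (−1.50 to 1.21). A difference was not detectable at this depth for Alb (albumin, 4 to 26 counts per library), Cyp11a1 (the enzyme that begins steroid synthesis, 1 to 6 counts) and Crabp1 (a retinoic acid binding protein, 4 to 26 counts).

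**Figure D2:**
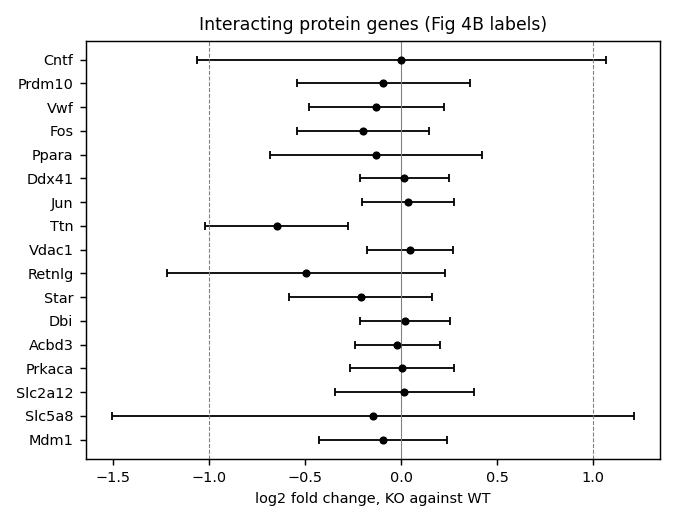
Log2 fold change of KO against WT (x axis) for the 17 tested genes with unambiguous labels in Fig 4B (y axis), with 95% confidence intervals from edgeR as bars and dashed lines at a 2-fold change. Ttn is the gene whose interval lies wholly below 0.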

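Across the lung transcriptome, 1 gene fell in KO, Tspo, and 0 rose, out of 14802 tested. The next genes in order of p were all lower in KO without passing the test (adjusted p = 0.9999 from edgeR's quasi-likelihood test for each). Among them were genes of neutrophils and other myeloid cells. Padi4, an enzyme that citrullinates histones in neutrophils, had 8.13 ± 0.463 CPM in WT and 4.67 ± 0.300 CPM in KO (SD, n = 3 pools), a log2 fold change of −0.80 (standard error 0.17). Mmp9, a gelatinase of neutrophil granules, had 42.6 ± 6.52 CPM and 26.9 ± 5.78 CPM, a log2 fold change of −0.66 (standard error 0.16). Fgr, a Src-family kinase of myeloid cells, was at −0.48, and Naip6 and Naip7, inflammasome sensors that may share reads with each other, at −0.68 and −0.66. Genes of other tissues and functions also stood there. Myom2 (a sarcomere protein) was at −0.72, Cyp2e1 (a cytochrome P450) at −0.67, Rab44 (a Rab GTPase) at −0.47 and Cd8a (a coreceptor of cytotoxic T cells) at −0.47. Arntl, the clock transcription factor BMAL1, had 28.6 ± 1.07 CPM and 21.2 ± 2.32 CPM, a log2 fold change of −0.43 (standard error 0.12). Pck1 (an enzyme of gluconeogenesis, high in fat), Asprv1 (a protease of stratified epithelium) and Atp2a1 (the calcium pump of fast skeletal muscle) had log2 fold changes of −3.18, −2.85 and −2.95. Without WT library 2 these were −0.97, −0.83 and −0.93. The 20 genes with the smallest p were all lower in KO, and also include Tspo and Ttn, and Gm11648, 5830416P10Rik, Gm19557 and Tmem181b-ps, whose functions are not described here.
At an unadjusted p under 0.05 there were 278 genes, 1.88% of those tested, 66 higher and 212 lower in KO. DESeq2 called Tspo alone with 160 genes at an unadjusted p under 0.05, but over 19277 genes, as its filter differed. Over the same 14802 genes, edgeR's exact test called Tspo alone with 252 such genes, and limma-voom Tspo alone with 264. The WT and KO libraries did not overlap for 808 genes, 5.46% of those tested, where chance gives 10%. For 13789 genes (93.2%) the 95% confidence interval excluded a 2-fold change in either direction, and for 11175 (75.5%) a 1.5-fold change. In counts simulated at this depth, edgeR called 66 of 66 genes with a 4-fold change and 52 of 67 with a 2-fold change (77.6%). It called 25 of 67 with a 1.5-fold change (37.3%), and 7 of its 150 calls were false. The simulation drew each gene independently at its estimated spread, without odd pools such as WT libraries 2 and 3. These shares may therefore overstate what the real libraries can detect. Without WT library 1 the count was 2, the added gene being Gdpd3, a lysophospholipase D, named after its values were seen: its levels were 40.5, 3.12 and 3.16 CPM in the WT libraries and 42.5, 27.4 and 22.8 CPM in the KO libraries, and its log2 fold change without WT library 1 was 3.30 (adjusted p = 0.00823), against 0.96 (adjusted p = 0.9999) with all libraries. Under every other alternative the count was 1.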

TSPO was the only differentially expressed gene between TSPO WT and KO mice (data not shown). We also focused on pulmonary alveolar epithelium and macrophage related genes, which are crucial regulators of the steady state of the alveolar immune microenvironment (Fig 4C). 

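None of the tested macrophage and alveolar genes labelled in the figure passed the test between WT and KO lungs. Among the M1-associated genes, Itgax, which encodes the integrin CD11c of macrophages and dendritic cells, had 44.5 ± 4.07 CPM in WT and 46.1 ± 4.11 CPM in KO (SD, n = 3 pools), a log2 fold change of 0.05 (standard error 0.11). Nos2, the inducible nitric oxide synthase, was at −0.06 (standard error 0.26), Tnf at 0.17 (standard error 0.37) and Il1b, the inflammatory cytokine interleukin 1 beta, at −0.68 (standard error 0.35). Among the M2-associated genes, Mrc1, the mannose receptor, had 110.0 ± 20.3 CPM in WT and 121 ± 21.1 CPM in KO, a log2 fold change of 0.14 (standard error 0.15). Arg1 (arginase) was at −0.67 (standard error 0.32), Cd163 (a scavenger receptor for haemoglobin) at 0.14 (standard error 0.16) and Retnla (a resistin-like protein of alternatively activated macrophages) at −0.17 (standard error 0.44). Among the genes of alveolar macrophages, Emr1, which encodes the macrophage surface marker F4/80, was at −0.01 (standard error 0.12) and Siglec5, as the table names the sialic acid receptor, at 0.11 (standard error 0.15). The receptors that carry signals of TGF beta and interleukin 10 were at −0.01 for Tgfbr1, −0.05 for Tgfbr2, −0.21 for Il10ra and −0.0036 for Il10rb. Among the alveolar genes, Muc1, a mucin of the epithelial surface, had 207 ± 17.1 CPM in WT and 226 ± 16.7 CPM in KO, a log2 fold change of 0.13 (standard error 0.11), and Cd200, whose product restrains macrophages, was at 0.14 (standard error 0.16).
Of 53 labels that stand for 1 gene each, 46 genes were tested, 18 with a higher and 28 with a lower mean in KO, and 0 passed, both adjusted over all genes and adjusted over the list alone (edgeR's quasi-likelihood test, and 0 over all genes with DESeq2, edgeR's exact test and limma-voom). The study chose the genes of the figure, and its heat map had been seen. Log2 fold changes ran from −0.70 for Cxcr2, a chemokine receptor of neutrophils, to 0.57 for Ccl8, a chemokine with 1.43 ± 0.833 CPM in WT and 2.18 ± 0.479 CPM in KO. At an unadjusted p under 0.05 there was 1 gene, Itgam, which encodes the integrin CD11b of neutrophils and monocytes. It had 43.4 ± 8.42 CPM in WT and 33.1 ± 1.69 CPM in KO, a log2 fold change of −0.39 (standard error 0.14) and an unadjusted p of 0.0165 from edgeR. Libraries of the 2 genotypes did not overlap for 3 genes, where chance gives 10%, namely Itgam, Stat6 (the transcription factor of interleukin 4 signals, −0.08) and Ly75 (an endocytic receptor of dendritic cells, 0.15).
The 95% confidence interval excluded a 2-fold change in either direction for 36 of the 46 genes: 11 of 16 M1-associated, 12 of 16 M2-associated, 10 of 10 alveolar macrophage and 3 of 4 alveolar genes. Labels that could stand for several genes, such as the receptors above, covered 10 genes, of which 9 were tested, 0 passed and 8 had such an interval. Ifng, with 4, 1 and 4 counts in WT and 2, 0 and 1 in KO, and the others without enough counts, among them Il6, Cxcl11 and Ccl20, allow no statement at this depth.

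**Figure D3:**
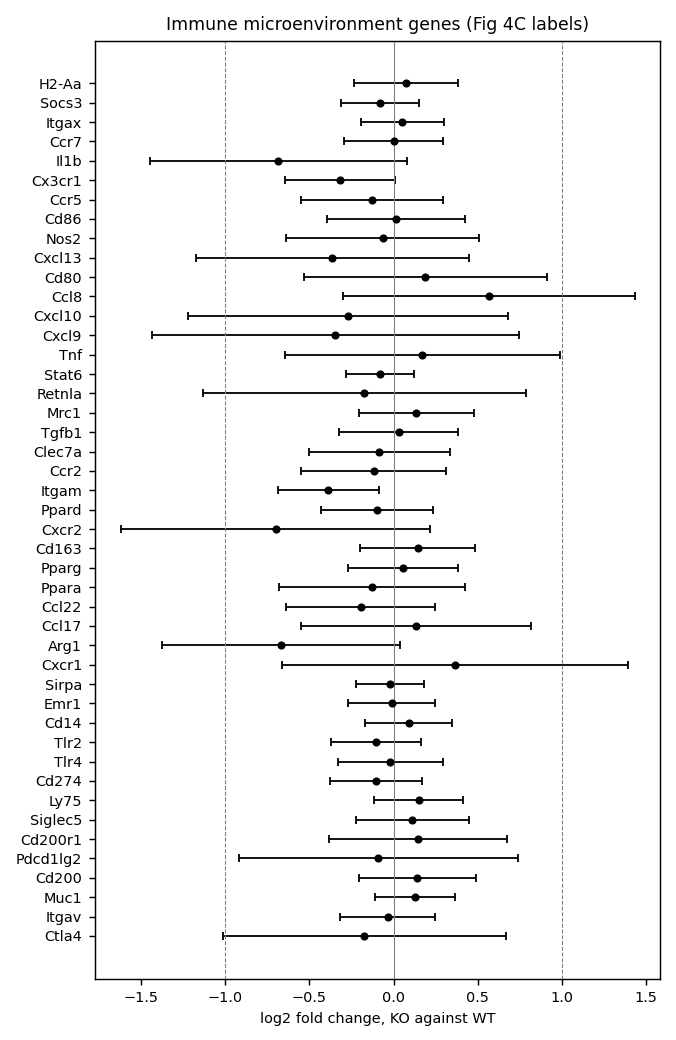
Log2 fold change of KO against WT (x axis) for 45 of the 46 tested genes with unambiguous labels in Fig 4C (y axis, in the order of the figure's groups), with 95% confidence intervals from edgeR as bars and dashed lines at a 2-fold change. The interval of Itgam is the 1 that excludes 0.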

TSPO KO mice showed no difference compared with WT mice, indicating TSPO deficiency does not affect the expression of TSPO interacting proteins and bronchial alveolar immune microenvironment homeostasis (Fig 4B and 4C).

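Markers of the alveolar epithelium were called as slightly higher in KO lungs as lists, without any single gene that passed, and markers of macrophages did not pass the test as lists. The calls of the alveolar lists did not hold with an estimated correlation between the genes (adjusted p = 0.765 with an estimated correlation for type 2 and for type 1 markers). Over all lists, camera with a preset correlation gave 11 calls for WT against KO and 6 to 12 for groups of 3 libraries that mix genotypes. Of 15 markers of alveolar type 2 cells, which make surfactant, 14 had a higher mean in KO, at a median log2 fold change of 0.12 (camera with a preset correlation of 0.01, adjusted p = 7.66e-04). Sftpc, the surfactant protein C gene on chromosome 14 from 70520941 to 70524081, had 18350 ± 1040 CPM in WT and 21991 ± 2049 CPM in KO (SD, n = 3 pools), a log2 fold change of 0.26 (standard error 0.19). S100g, a calcium-binding protein, was at 0.37 (standard error 0.13) and Napsa, a protease that processes surfactant protein B, at 0.16 (standard error 0.10). Of 12 markers of alveolar type 1 cells, the thin cells of gas exchange, 10 had a higher mean in KO, at a median of 0.11 (camera, adjusted p = 0.0308). Ager, the receptor for advanced glycation end products and abundant on type 1 cells, had 1472 ± 187 CPM in WT and 1658 ± 104 CPM in KO, a log2 fold change of 0.17 (standard error 0.14). Igfbp2 was at 0.28, the membrane protein gene Pdpn at 0.13 and the caveolin gene Cav1 at 0.14.
In these lists 0 genes passed, both adjusted over all genes and adjusted over the list alone (edgeR's quasi-likelihood test, 1 gene at an unadjusted p under 0.05, S100g). Without WT library 1 the adjusted p was 0.162 for the type 2 and 0.549 for the type 1 list, and the type 1 list had 0.174 without KO library 2 and 0.0811 without KO library 3.
Of 19 markers of alveolar macrophages, 14 had a higher mean in KO, with a median of 0.09 (camera, adjusted p = 0.332, and 0.0335 without KO library 3, where the list passed as higher in KO, but not with an estimated correlation, adjusted p = 0.754), and 0 passed when adjusted over the list alone (2 at an unadjusted p under 0.05). Those 2 were Ctsk, a lysosomal protease, at 0.37 (standard error 0.12), and Fabp4, a fatty acid binding protein of both alveolar macrophages and fat cells, at −0.96 (standard error 0.33). Fabp4 was highest in WT library 2, with 89.1 CPM against 37.3 and 41.3 in the other WT libraries and 20.0, 41.7 and 24.3 in KO, as were many genes of fat tissue. Marco, a scavenger receptor, was at −0.30 and Csf2rb, a subunit of the GM-CSF receptor, at −0.18. Of 17 markers of interstitial macrophages and monocytes, 8 had a higher and 9 a lower mean in KO, with a median of −0.01 (camera, adjusted p = 0.369). Cx3cr1, the fractalkine receptor, was at −0.32 (standard error 0.15), Treml4 at −0.34 and Csf1r, the receptor of the macrophage growth factor M-CSF, at −0.14, and 0 genes passed when adjusted over the list alone. The paper found no difference between WT and KO mice in Fig 4B and 4C, where it used a negative binomial test. From this it concludes that loss of TSPO leaves both the expression of its interacting proteins and the immune microenvironment of the alveoli unaffected. It also reports, from flow cytometry of BALF, that the alveolar macrophages of KO mice were normal in number.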

**Fig 4:**
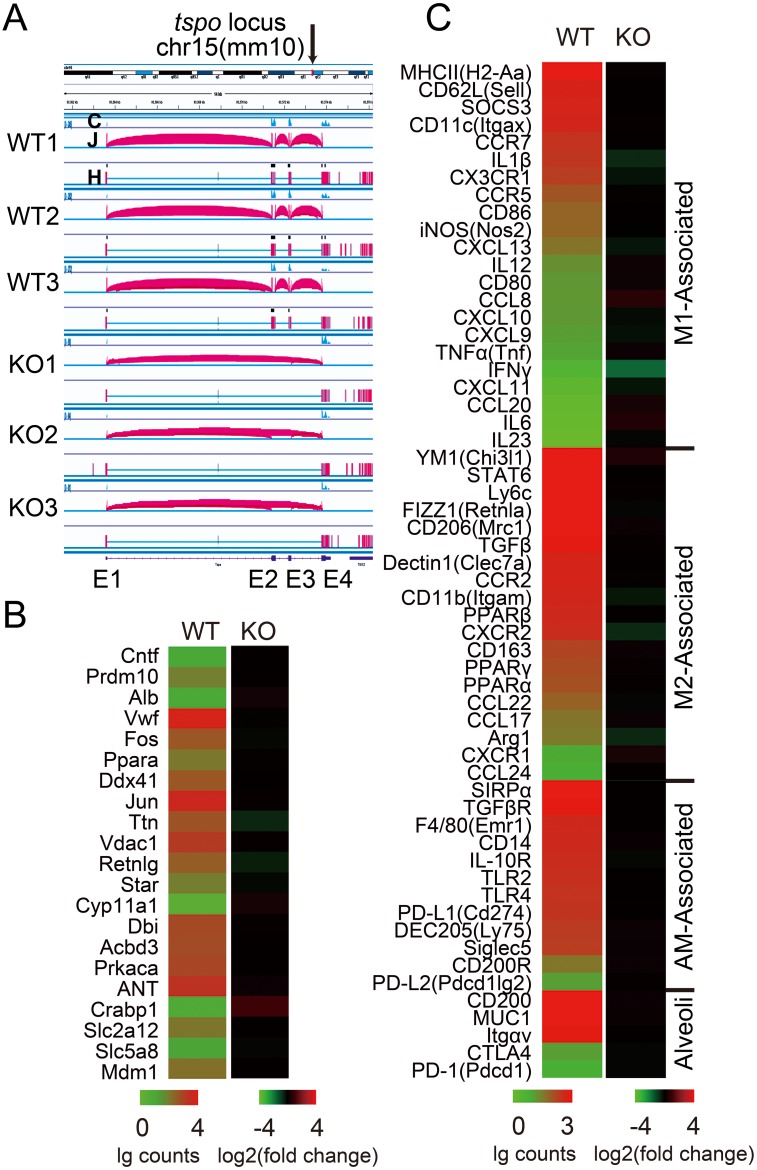
TSPO KO did not affect gene expression profiles. (A) TSPO gene locus of WT and KO mice lung tissue samples used for RNA-seq, results visualized by Integrative Genomics Viewer (IGV) software (NIH), C: coverage of reads, J: junctions, H: hits; (B) Expression level of potential TSPO interaction proteins reported by literatures and SRING database (Version 10.0); (C) Expression profile of bronchoalveolar immune microenvironment associated genes; (B&C) Significant difference determined by negative binomial distribution test.

### TSPO KO mice showed normal alveolar macrophage population

Alveolar macrophages are a specific macrophage subtype that reside in the alveolar duct in close contact with the respiratory epithelium. Mouse alveolar macrophages are classified as M2 macrophages and typically express F4/80, CD206, IL-10 receptor and TGFβ receptor[34]. We analyzed the alveolar macrophage population (F4/80+, CD206+) in bronchoalveolar lavage fluid (BALF) from WT and TSPO KO mice. The data show normal cell subtype populations in BALF and mainly alveolar macrophages in TSPO KO mice (Fig 5).

**Fig 5:**
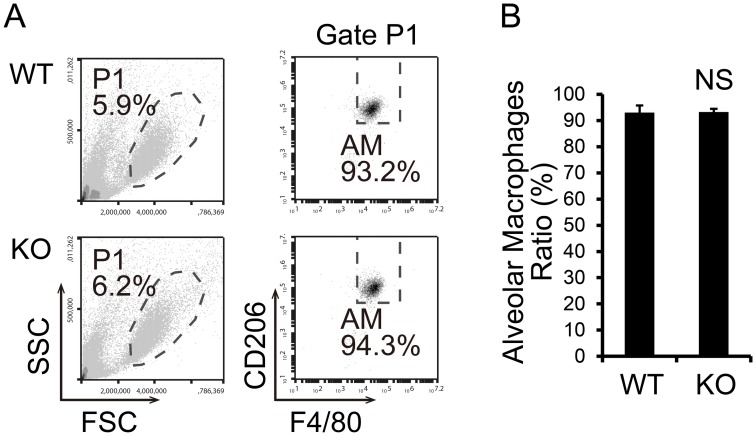
TSPO KO mice show normal alveolar macrophage population. (A) FACS analysis of BALF and alveolar macrophages was identified as F4/80+, CD206+. (B) The percentages of alveolar macrophages in BALF from WT and TSPO KO mice are shown as the mean ± S.E.M. from four animals in each group (n = 4). NS, not significant by Student’s *t*-test.

## Discussion

TSPO contains five transmembrane domains and is located at the outer mitochondrial membrane. Hundreds of previous studies demonstrated that TSPO possesses high affinity to cholesterol and plays a crucial role in the translocation of cholesterol from the cytosol to the mitochondrion[8,35–38], and is involved in the rate-limiting step in steroidogenesis[8]. Interestingly, recent *in vivo* studies based on knockout mouse models and *in vitro* studies based on deletion in steroidogenic cells have refuted the links between TSPO and cholesterol transfer[12,39]. The link between TSPO and mitochondrial energy homeostasis is inconsistent and perhaps dependent on cell type. Studies have reported that TSPO deletion results in a decreased oxygen consumption rate (OCR) in microglia[4] and fibroblasts[40], but no change in OCR was observed in hepatocytes[13] and Leydig cells[41]. An increase in mitochondrial fatty acid oxidation was observed in steroidogenic cells and tissues[41]. But TSPO is not required for steroid hormone biosynthesis as previously suggested[4,5,12,17,40]. The loss of TSPO in experimental autoimmune encephalomyelitis (EAE) mice, an animal model of multiple sclerosis (MS), caused mild astrogliosis and less EAE clinical scoring[42]. These studies demonstrated that TSPO KO mice exhibit defective phenotypes under pathological conditions. Inflammation and injury-derived TSPO upregulation was studied in multiple scenarios, including as an anti-inflammatory drug target, and as a positron emission tomography (PET) imaging radioligand target. The ligands of TSPO have been evaluated as protective agents to evaluate the inflammatory status in the brains of patients with Alzheimer’s Disease (PK11195 and Ro5-4864)[43], anxiety (XBD-173)[44], MS (PK11195)[45] and acute lung injury (ALI)[7].

In this study, we created TSPO knockout mice with the Cre-LoxP system and characterized the phenotypes under normal conditions to explore systemic physiological functions and networks of TSPO *in vivo*. In our study, the viability of TSPO KO mice was not affected in both Het x Het breeding and KO x KO breeding. Our results are consistent with *Selvaraj*’s findings[14], but contradict *Papadopoulos*[46]. 

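No single gene of the processes in which TSPO has been placed passed the test between WT and KO lungs. Of 18 genes of mitochondrial cholesterol import and steroid synthesis, 11 had a higher mean in KO and 7 a lower one, and 0 passed (0 at an unadjusted p under 0.05, 0 adjusted over the list alone). Fdxr, the ferredoxin reductase that feeds electrons to steroid synthesis, was at a log2 fold change of −0.36 (standard error 0.18), Atad3a, a protein of contact sites between the mitochondrial membranes, at −0.18 and Vdac2, another channel of the outer membrane, at 0.13. The list had a median of 0.03, a mean of −0.02 and a camera direction of up (adjusted p = 0.954). Of 16 genes of haem synthesis and breakdown, 13 had a higher mean in KO, with a median of 0.07 (camera, adjusted p = 0.181). The enzymes Ppox, Blvrb and Alas1 (the first step of haem synthesis) were at −0.19, 0.19 and 0.14.
The list of cholesterol synthesis was called as higher in KO and those of fatty acid oxidation and of the interferon response as lower, by small amounts. These 3 calls did not hold with an estimated correlation (adjusted p = 0.765 with an estimated correlation for each). They are among the 11 calls with the preset correlation, where groups of libraries that mix genotypes gave 6 to 12. Of 21 genes of cholesterol synthesis, 19 had a higher mean in KO, at a median of 0.04 (camera with the preset correlation, adjusted p = 0.0437). Cyp51, the lanosterol demethylase, had 45.1 ± 7.68 CPM in WT and 53.9 ± 8.16 CPM in KO (SD, n = 3 pools), a log2 fold change of 0.26 (standard error 0.15), and Pmvk, Mvd and Sqle were at 0.31, 0.20 and 0.17. Of 21 genes of fatty acid oxidation, 20 had a lower mean in KO, at a median of −0.06 (adjusted p = 0.0437). Cpt1b, the carnitine transferase of muscle and brown fat, was at −1.02 (standard error 0.37), with 15.1 CPM in WT library 2 against 6.69 and 8.07 in the other WT libraries and 4.07, 2.98 and 7.87 in KO. The inhibitor of glucose oxidation Pdk4, Acadl and Slc25a20 were at −0.57, −0.12 and −0.10. Of 21 interferon response genes, 16 had a lower mean in KO, at a median of −0.07 (adjusted p = 0.0308). The antiviral genes Mx1 and Oas2 were at −0.72 (standard error 0.25) and −0.34 (standard error 0.13), the transcription factor Irf7 at −0.27 (standard error 0.12) and the GTPase gene Iigp1 at −0.27.
In these 3 lists 0 genes passed when adjusted over the list alone (edgeR's quasi-likelihood test, 0, 1 and 3 genes at an unadjusted p under 0.05). The adjusted p for cholesterol synthesis was 0.228 without WT library 1, 0.511 without WT library 2 and 0.757 without KO library 2. For fatty acid oxidation it was 0.797 without WT library 2, 0.287 without WT library 3, 0.160 without KO library 2 and 0.218 without KO library 3, and for the interferon response 0.0947 without WT library 1, 0.255 without WT library 3 and 0.323 without KO library 1.
The lists of cholesterol efflux, oxidative phosphorylation, defence against reactive oxygen species, the unfolded protein response, autophagy, apoptosis, inflammatory cytokines and the cell cycle did not pass the test as lists. Their camera adjusted p-values were, in that order, 0.496, 0.139, 0.369, 0.590, 0.108, 0.996, 0.543 and 0.905. Their median log2 fold changes were 0.02, 0.03, 0.04, −0.02, 0.06, 0.03, 0.04 and −0.03, and for apoptosis the camera direction was down although the median and the mean were above 0. With a library left out, oxidative phosphorylation passed as higher in KO without WT library 1 (adjusted p = 0.0490) and without KO library 3 (0.00767), defence against reactive oxygen species and autophagy without KO library 3 (0.0335 and 0.0383), and the cell cycle list, whose camera direction with all libraries was down, passed as higher without WT library 2 (0.0159). None of these calls held with an estimated correlation, with adjusted p-values of 0.909 and 0.754 for oxidative phosphorylation, 0.754 for defence against reactive oxygen species, 0.754 for autophagy and 0.673 for the cell cycle. The immediate early and heat shock genes, which respond to stress of the tissue at collection, had a median of −0.03 (adjusted p = 0.397).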

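Among the cell types of the lung and of tissues beside it, markers of skeletal muscle, fat, thymocytes, B cells and neutrophils were called as lower in KO as lists and markers of smooth muscle as higher. None of these 6 calls held with an estimated correlation (adjusted p = 0.765 with an estimated correlation for each). With the preset correlation, groups of 3 libraries that mix genotypes gave 6 to 12 list calls, against 11 for WT against KO. Of 7 tested skeletal muscle markers all 7 had a lower mean in KO, at a median log2 fold change of −1.38 (camera with the preset correlation, adjusted p = 4.59e-04). Of 10 tested adipocyte markers 8 had a lower mean, at a median of −0.61 (adjusted p = 2.71e-05). In both lists 5 genes passed when adjusted over the list alone and 0 when adjusted over all genes (edgeR's quasi-likelihood test, 5 in each at an unadjusted p under 0.05). Over the list alone, 0 skeletal muscle genes passed without WT library 2 (smallest adjusted p = 0.135), KO library 1 (0.0937), KO library 2 (0.0609) or KO library 3 (0.0578), and 0 adipocyte genes without WT library 2 (0.114), KO library 1 (0.138) or KO library 3 (0.0619), whereas 7 skeletal muscle genes passed without WT library 1 (smallest adjusted p = 0.00239) and 7 without WT library 3 (0.00991), and 7 adipocyte genes without KO library 2 (0.00620). The high values were in WT library 2. There Ckm, the creatine kinase of muscle, had 50.6 CPM against 12.0 and 14.0 in the other WT libraries and 11.9, 10.0 and 13.2 in KO, and Cidea, a lipid droplet gene of brown fat, 16.2 CPM against 1.09 and 1.52 in WT and 0.647, 1.41 and 1.18 in KO. Keratins of squamous epithelium, which the filter left out and which were named after their values were seen, had 513 CPM (Krt4) and 610.4 CPM (Krt13) in that library and at most 0.452 CPM in any other. The 4 tested squamous and basal markers, too few for a list test, all had lower means in KO, at a median of −1.22. Without WT library 2 the median was −0.02 for skeletal muscle (adjusted p = 0.762), −0.29 for adipocyte markers (adjusted p = 0.00404) and −0.16 for squamous and basal markers. The adipocyte call without that library did not hold with an estimated correlation (adjusted p = 0.649). Plin4, a coat protein of lipid droplets, had 21.1 ± 1.54 CPM in WT and 14.1 ± 3.44 CPM in KO (SD, n = 3 pools), a log2 fold change of −0.58 (standard error 0.18).
All 14 markers of B cells and plasma cells had lower means in KO, at a median of −0.26 (camera, adjusted p = 1.22e-04). The receptor gene Fcer2a was at −0.47 (standard error 0.20), the joining chain gene of antibodies Igj at −0.67 and Cd22 at −0.28. Of 13 neutrophil markers 10 had a lower mean, at a median of −0.60 (adjusted p = 0.00449), with Mmp9 the 1 gene that passed when adjusted over the list alone and 1 at an unadjusted p under 0.05. No neutrophil gene passed over the list alone without WT library 1 (smallest adjusted p = 0.157), WT library 3 (0.0953), KO library 2 (0.111) or KO library 3 (0.0816), whereas 9 of the 13 passed so without WT library 2 (smallest adjusted p = 0.00353) and 8 without KO library 1 (0.00332). Csf3r, the receptor of the neutrophil growth factor G-CSF, was at −0.64 (standard error 0.30). Slfn4, a myeloid gene, had 38.4, 19.0 and 57.1 CPM in the WT libraries and 37.9, 13.7 and 13.5 CPM in the KO libraries, so that KO library 1 lay among the higher WT libraries. All 5 tested thymocyte markers had lower means in KO, at a median of −0.24 (adjusted p = 0.0437), with Cd8b1 at −0.24, Themis at −0.30, Rag1 at −0.53 and Tcf7 at −0.06. Rag1 had few counts and was highest in KO library 3, with 1.36, 1.56 and 1.64 CPM in WT and 0.462, 0.497 and 2.26 CPM in KO. Of 10 smooth muscle markers 8 had a higher mean, at a median of 0.11 (adjusted p = 0.0437). Synpo2, which binds actin, was at 0.30 (standard error 0.14), and the contractile genes Cnn1, Actg2 and Myh11 at 0.22, 0.19 and 0.13.
With fry, which tests whether a list moves as a whole, thymocyte markers passed (adjusted p = 0.0194) and the 5 other lists did not. That call was lost without WT library 1 (0.166), WT library 2 (0.0521), WT library 3 (0.152), KO library 1 (0.0883) and KO library 2 (0.139). With the preset correlation, only the adipocyte list of these 6 passed with each library left out in turn. The adjusted p of B cell markers was 0.582 without WT library 1, and that of neutrophil markers 0.522 without WT library 3, 0.0708 without KO library 2 and 0.376 without KO library 3. For smooth muscle it was 0.511 without WT library 2, 0.120 without WT library 3, 0.160 without KO library 2 and 0.441 without KO library 3. For thymocyte markers it was 0.116, 0.129 and 0.142 without WT libraries 1, 2 and 3, and 0.0736 and 0.0720 without KO libraries 1 and 2.
Club, ciliated, endothelial, fibroblast, cardiac muscle, red blood cell, platelet and T and NK cell markers did not pass the test as lists. Their median log2 fold changes were, in that order, 0.12, 0.08, 0.02, 0.07, −0.03, 0.12, 0.06 and −0.09. Their camera adjusted p-values were 0.0926, 0.0654, 0.332, 0.320, 0.597, 0.148, 0.597 and 0.0911. With a library left out, club cell markers passed as higher in KO without WT library 1 (adjusted p = 0.00163) and KO library 3 (0.0131), ciliated cell markers without WT library 1 (6.18e-07), KO library 1 (0.0399) and KO library 3 (0.0335), fibroblast markers without KO library 1 (0.00594) and red blood cell markers without WT library 3 (0.00139) and KO library 3 (0.0335). None of these calls held with an estimated correlation (adjusted p of 0.653 to 0.856). T and NK cell markers passed as lower without WT library 2 (0.0205) and KO library 1 (0.0330), but not with an estimated correlation (adjusted p = 0.649 and 0.822). Cardiac markers passed in opposite directions, as lower in KO without WT library 2 (adjusted p = 9.14e-04) and as higher without WT library 3 (0.00107), and neither call held with an estimated correlation (adjusted p = 0.649 and 0.803). With all libraries they had a median below 0, a mean of 0.01 and a camera direction of up: Nppa, the atrial natriuretic peptide gene, was at 0.91 (standard error 0.31), Sln at 0.30 and Ldb3 at −0.16, and Ttn was the 1 gene that passed when adjusted over the list alone. No cardiac gene passed so without WT library 2 (smallest adjusted p = 0.104), WT library 3 (0.0891), KO library 2 (0.148) or KO library 3 (0.0579), and without KO library 1 Nppa passed (0.0456) in place of Ttn.

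**Figure D4:**
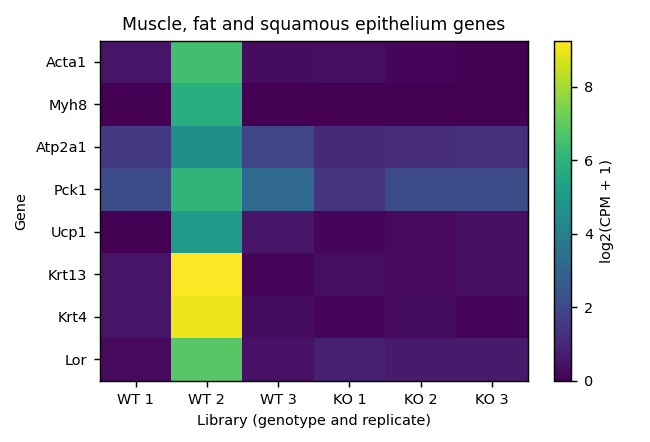
Level of 8 genes of skeletal muscle (Acta1, Myh8, Atp2a1), fat (Pck1, Ucp1) and squamous epithelium (Krt13, Krt4, Lor), chosen after their values were seen, in each library (x axis), as the colour of log2(CPM + 1). WT library 2 has the highest level of each.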

RNA-seq analysis showed normal gene expression profile in lung tissue from TSPO KO mice. RNA-seq analysis showed that nearly all TSPO interacting proteins listed in the databases and published papers had normal mRNA levels in TSPO KO mice. These results indicate that TSPO does not play an important role in physiological conditions.

Several studies using knockout models both *in vitro* and *in vivo* have indicated that TSPO is not necessary for cellular and organismal survival. Recent evidences also suggest a strong disparity between pharmacological and genetic dissecting TSPO function. Several recent reviews have dissected these phenomena and explored possible functions for TSPO and its importance in cellular functions[47–51]. However, TSPO does play critical roles in biology, including endoplasmic reticulum associated protein degradation (ERAD), reactive oxygen species (ROS) production, cholesterol efflux, protoporphyrin IX (PPIX) synthesis, and even cytokine production, apoptosis and autophagy[52]. It is important to highlight two issues regarding TSPO. One is explaining why TSPO has a high affinity to cholesterol but does not participate in its transfer. The second is understanding why TSPO is overexpressed *in vivo*. A re-examination of the characteristics of TSPO with a transgenic mouse model is imperative, especially for drug target mechanism studies[8,44]. In future studies, using the “apparently healthy” knockout mouse model, we aim to uncover new features of TSPO that play roles in inflammation and neurodegenerative diseases.

## Additional Information

Deep sequencing data for the RNA-Seq experiments have been deposited in the NCBI Gene Expression Omnibus accession number GSE84942.

How the deposited data were processed for this re-analysis (not part of the article)

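The RNA-seq data compare lung tissue of WT and TSPO KO mice, with 3 libraries per genotype and RNA of 3 littermates pooled in each (9 mice per genotype, 6 to 8 weeks old). The authors sequenced paired-end reads on an Illumina HiSeq and aligned high-quality reads to mm10 with TopHat, and the deposited table holds raw counts per transcript, not normalized, for 64529 entries, of which 31176 are RefSeq transcripts and 33353 FANTOM3 cDNA clones. The counting tool, annotation release, strand setting and treatment of reads shared by transcripts are not given in the sources used here. All 6 sample columns were mapped to a genotype and replicate by their labels. Of the RefSeq accessions, 30612 matched the RefSeq reference for GRCm38 (the assembly of mm10) and 564 did not. In 49 entries a date stood in place of the gene name, and 48 of these names were restored by accession.

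Because 4464 genes had more than 1 RefSeq transcript and the transcripts share reads, the transcript with the highest total stood for each of 23473 genes. This choice, and the merging of listed genes with identical counts, were made after the table was seen. FANTOM3 clones were tested only in an alternative. Totals over these genes were 10530182, 11315986 and 9617086 counts in WT and 10770124, 11942318 and 9921415 in KO, with 14558 to 14994 genes at 10 counts or more per library.

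Tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 14802 and removed 8671, and libraries were scaled by TMM. KO was compared with WT by edgeR's quasi-likelihood test (biological coefficient of variation 0.129), with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken from the coefficient and its F statistic and intervals cover 95%. The median standard error of a log2 fold change was 0.14. The pipeline was tested on simulated data of the same design, in which genes varied independently of each other. With no change simulated, 2 genes were called.

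Gene lists, 36 with 587 symbols, of which 586 were found (Ly6g was not) and 578 genes remained after merging, covered TSPO functions, the cell types of lung and adjoining tissue, the neighbours of Tspo, the circadian clock, sex-linked genes and stress responses. The 35 lists with at least 5 tested members were compared with all other genes by camera with a preset correlation of 0.01, and again with an estimated correlation. The second form also has fewer degrees of freedom, so a call lost there does not show that the list is unchanged. They were also tested by fry, which asks whether a list moves as a whole and does not compare it with other genes. For genes of Fig 4B and 4C, the labels were read from the figure and looked up 1 by 1; ANT, IL12, YM1, Ly6c, TGFbR and IL-10R could each stand for several genes and were kept apart.

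The rule for naming genes took Tspo, the genes labelled in Fig 4B and 4C, genes past the threshold, or, as fewer than 20 passed, those with the smallest p up to 20, up to 4 members with the smallest p of each list described, and the tested neighbours of Tspo. Some genes that the rule takes are not named in the text. Colours of the heat maps had been seen. The 19 lists described gene by gene were chosen after the list results were seen. The paper names a negative binomial test with Benjamini-Hochberg adjusted p and fold change, without a threshold of their own in its text, and states a general threshold of p < 0.05 for its statistical analysis.

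The alternatives set before the data were examined were RLE scaling, no composition scaling, DESeq2 (with its own filter of low counts), edgeR's exact test, limma-voom, no filter, at least 10 counts in every library, each library left out in turn, a block by replicate number, haemoglobin and the 20 most abundant genes left out, and a threshold of 0.1. Summing the RefSeq transcripts of a gene, testing each deposited entry by itself, and leaving out Rn45s and Lars2 were added after the data were seen. The libraries were also split in all 10 ways into groups of 3. BALF flow cytometry, Western blots, immunohistochemistry, and breeding were not analysed here.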

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

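The comparison of Tspo between libraries and the medians without WT library 2 were tests chosen after the result was seen, and the threshold for a gene high in 1 library was also set then.

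Genes that the paper does not discuss were high in WT library 2 alone: 90 genes were there at least 5 times higher than in any other library (7 such genes in WT library 3, 3 in KO library 1 and 0 in the others), 19 of them from the lists of skeletal muscle, fat and squamous epithelium, as Acta1 (86.7 CPM), Myh8 (56.6 CPM), Ucp1 (32.7 CPM) and Lor (116 CPM), named after their values were seen. RNA of these tissues in the pool is a candidate explanation. Of 17 members of the lists that the count filter had left out, 16 (94.1%) were highest in this library, where chance gives 16.7% (one-sided exact binomial test, p = 5.08e-12, genes taken as independent). This test cannot decide, as the filter leaves out genes that are high in 1 library alone and genes of the same tissue vary together. It also cannot separate such RNA from a difference between the mice of this pool and the others. A KO pool under a WT label is excluded, as Tspo was 7.05 times the level of the highest KO library. A lower level of muscle genes as a set in KO lungs is argued against by their median log2 fold change of −0.0188 without this library (−1.38 with it). Without it, the muscle genes ran from −0.93 (Atp2a1) to 0.56 (Tnni2), and Atp2a1 was the 1 of 7 with an unadjusted p under 0.05 from edgeR. For fat genes a lower level stays open, since the median of −0.293 (−0.61 with it) keeps a part of the original and 2 of 10 genes had an unadjusted p under 0.05 from edgeR. The KO pools were uneven, however, with KO library 1 lowest in most fat genes, though not in Lpl and Retn. Adipoq had 12.5 and 11.6 CPM in WT libraries 1 and 3, and 5.64, 12.7 and 8.27 CPM in KO. Car3 had 55.1 and 66.2 CPM in those WT libraries, and 24.0, 65.4 and 36.7 CPM in KO. The 4 tested squamous and basal markers went from −1.22 to −0.16 without WT library 2, and a biological difference between the mice of WT library 2 and the others was not tested.

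In WT library 3, Rn45s, outside the genes the paper discusses, had 128310.0 CPM against 2132 to 4221 CPM in the other libraries, and Lars2 25303 CPM against 433 to 877 CPM.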

How the results depend on the processing

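Summing transcripts, testing each deposited entry by itself, leaving out Rn45s and Lars2, and the estimated correlation and fry with a library left out were chosen after seeing the data, and all other alternatives before. Tspo kept its direction and passed under all 18 alternatives, with log2 fold changes of −2.89 to −2.83 and adjusted p-values of 1.70e-114 to 6.19e-06. The count of genes past the threshold, and of those changed at least 2-fold, was 1 under all alternatives except without WT replicate 1, where Gdpd3 made it 2, so that it ran from 1 to 2 with 1 library left out in turn; the cause was not tested. It was also 1 at a threshold of 0.1 and with each of 33308 entries tested by itself. For the genes of Fig 4B and 4C the count was 0 under every alternative. Of 35 lists, 11 passed, and also 11 with RLE scaling, with transcripts summed and without Rn45s and Lars2, 12 with a block by replicate number (fatty acid oxidation missed the threshold, adjusted p = 0.0621, and ciliated markers, 0.0495, and sex-linked genes, 0.0163, passed) and 10 with at least 10 counts in every library, where thymocyte markers had too few genes for a value. With an estimated correlation 0 lists passed and with fry 1. Except for thymocyte markers, the called lists had estimates above the preset 0.01, from 0.0814 (interferon response) to 0.914 (skeletal muscle). The preset calls of those lists therefore rest on a correlation lower than the one estimated from these libraries. For thymocyte markers the estimate was negative, so a higher correlation does not account for the loss of that call. The test with an estimated correlation also takes its degrees of freedom from the 6 libraries, unlike the preset test. Its lost calls can therefore not be laid to the correlation alone, and they do not show that a list is unchanged. Why fewer lists passed with fry was not tested. With 1 library left out in turn 5 (without KO replicate 2) to 14 lists passed, and 10 of the 11 were lost without at least 1 library, while 13 of the 24 other lists passed without at least 1; with an estimated correlation, run with each library left out, 0 passed in each case, and with fry at most 1 (thymocyte markers, without KO replicate 3). The numbers of the replicates do not pair the libraries: 1 of 3 pairs of the same number had a correlation of residuals above 0.1 and 2 of 6 libraries were closest to their own number, so the block result stands only here. DESeq2 used its own filter, so that test and filter changed together. All alternatives that were planned were run. In counts simulated at this depth a change of 1.5-fold in a single gene was often missed, and genes with few counts allow no statement.

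Of the genes that the naming rule takes, Tspo and Gdpd3 aside (Gdpd3 was named for its value and is described above), 171 had 2891 values under the alternatives, of which 0 passed the threshold and 128, in 54 genes, had the opposite sign to the main value; these genes lay near 0 or varied between libraries, and the cause was not tested. Apart from left-out libraries, the log2 fold changes of opposite sign were, without composition scaling Acbd3 (0.019), Ccr7 (0.033), Sirpa (0.016), Tgfbr1 (0.028), Emr1 (0.024), Il10rb (0.031), Tlr4 (0.021), Itgav (0.0039), Ttll12 (0.0030) and Parvb (0.025); with DESeq2 Ccr7 (0.0030) and Parvb (0.0016); with limma-voom Cntf (−0.059), Slc5a8 (0.38), Ly6c1 (−0.022), Retnla (0.032) and Parvb (0.0054); without a filter Ccr7 (0.0093), Il10rb (0.0062) and Parvb (0.0069); with the block Cntf (−0.031), Ccr7 (2.4e-04), Ly6c1 (−0.018), Retnla (0.019) and Parvb (1.6e-04); without haemoglobin and the 20 most abundant genes Ccr7 (0.0046), Il10rb (0.0013) and Parvb (0.0020). With 1 library left out in turn, the log2 fold changes ran as follows. Cntf −0.51 to 0.36, Slc2a12 −0.10 to 0.18, Slc5a8 −0.71 to 0.44, Itgax −0.024 to 0.11, Ccr7 −0.10 to 0.10, Cd86 −0.050 to 0.14, Retnla −0.54 to 0.66, Tgfb1 −0.11 to 0.22. Ccr2 −0.32 to 0.043, Emr1 −0.12 to 0.086, Il10rb −0.029 to 0.025, Cd274 −0.17 to 0.0078, Pacsin2 −0.016 to 0.066, Ttll1 −0.075 to 0.13, Ttll12 −0.15 to 0.069, Scube1 −0.083 to 0.18. Samm50 −0.10 to 0.074, Prdm10 −0.21 to 0.14, Vwf −0.28 to 0.067, Ppara −0.32 to 0.28, Ddx41 −0.022 to 0.094, Dbi −0.045 to 0.087, Nos2 −0.35 to 0.17, Cxcl10 −0.56 to 0.44. Tnf −0.046 to 0.33, Ly6c1 −0.30 to 0.19, Ppard −0.21 to 0.078, Sirpa −0.036 to 0.0030, Tgfbr2 −0.11 to 0.030, Itgav −0.15 to 0.077, Ctla4 −0.46 to 0.062, Parvb −0.18 to 0.17. Pdk4 −0.99 to 0.15, Mylpf −2.76 to 0.36, Tcf7 −0.15 to 0.061, Acbd3 −0.077 to 0.036, Prkaca −0.10 to 0.11, Clec7a −0.27 to 0.11, Cxcr2 −1.13 to 0.045, Ccl17 −0.15 to 0.41. Tgfbr1 −0.079 to 0.064, Tlr4 −0.12 to 0.11, Pdcd1lg2 −0.40 to 0.12, Arfgap3 −0.035 to 0.055, Bik −0.12 to 0.040, Mdm1 −0.19 to 0.024, H2-Aa −0.059 to 0.19, Pparg −0.0043 to 0.16. Cxcr1 −0.017 to 0.66, Siglec5 −0.0097 to 0.24, Vdac1 −0.023 to 0.091, Cd200 −0.015 to 0.32, Il12a −0.032 to 0.52, A4galt −0.16 to 0.024.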

Differences from the paper's values

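The interval that the paper gives for the mouse TSPO gene on chromosome 15 is 2000 bp wider at each end than the RefSeq gene, which runs from 83563573 to 83574203.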

Other observations

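The clock phase score and the tests of the Tspo counts left in KO were tests chosen after the result was seen; the splits of the libraries were planned.

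Xist and Y-linked RNA were present in all 6 pools. Xist, which silences the second X chromosome of females, had 711, 543 and 497 CPM in the WT libraries and 555, 358 and 227 CPM in the KO libraries, and Ddx3y, a Y-linked RNA helicase, 22.9, 23.0 and 40.7 CPM in WT and 23.8, 37.2 and 43.0 CPM in KO. Of 5 sex-linked genes, the 4 Y-linked ones had a higher mean in KO and Xist a lower one, at a median log2 fold change of 0.41 (camera, adjusted p = 0.139, and 0.00250 without WT library 3 and 0.0393 without KO library 1, where the list passed as higher in KO, but not with an estimated correlation, adjusted p = 0.803 and 0.732), and 0 passed when adjusted over the list alone (edgeR, 2 at an unadjusted p under 0.05, Kdm5d at 0.58 (standard error 0.23) and Xist at −0.62 (standard error 0.26), with Uty at 0.45). A different share of males would move Xist and the Y-linked genes in opposite directions, so this list test does not measure the balance of the sexes. The sex of the pooled mice is not given in the sources used here, and a difference in it between the genotypes was not tested.

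The circadian clock genes did not pass the test as a list (camera, adjusted p = 0.397, and 0.0271 without WT library 2, where the list passed as higher in KO, but not with an estimated correlation, adjusted p = 0.649). Of 19 clock genes, 11 had a higher and 8 a lower mean in KO, at a median of 0.05 (0 adjusted over the list alone, 4 at an unadjusted p under 0.05 from edgeR); all 6 genes in phase with Arntl were lower and 9 of 11 in phase with Dbp and the Per genes were higher, as Dbp at 0.53 (standard error 0.18), Per1 at 0.44 (standard error 0.16) and Nr1d2 at 0.25 (standard error 0.10). The score of the first group minus the second was 0.17, 0.03 and 0.38 in the WT libraries and 0.01, −0.23 and −0.35 in the KO libraries, a difference of −0.383 on the log2 scale (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). WT library 2 and KO library 1 lie close together. As the grouping by phase was chosen after the values were seen and the p is the smallest possible, chance is not excluded, and a different time of day of collection and an effect of the deletion on the clock cannot be told apart either, since collection times are not given in the sources used here.

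Between 200 and 262 Tspo counts were left in each KO library. A transcript that joins exon 1 to exon 4 and stays at the WT level could give up to 58.2% of the WT counts if reads covered the transcript evenly, and the upper bound of the KO level was 16.0%; the coverage is not known, so a transcript at a lower level or with uneven coverage stays open. RNA of mice with a WT allele in the KO pools could also leave counts, and the KO pools differed by 1.10 times, which does not exclude it. Against it stands the paper's report of KO genotypes by PCR, of the deletion in the RNA-seq reads (Fig 4A) and of no TSPO protein in KO tissues, but read positions were not analysed here and the explanation stays open. Tspo2, a related gene, had 21 counts over all libraries, too few to share many reads, and no biological explanation was tested.

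The 6 libraries can be split in 10 ways into groups of 3, too few for a share under 0.05. The count of genes was 1 for WT against KO and at most 5 for another split, with the same numbers at 2-fold. For Fig 4B it was 0 and at most 1, for Fig 4C 0 and at most 0, and for lists 11 and at most 12. Splits that mix genotypes gave 6 to 12 lists, and 4 of the 10 splits, WT against KO among them, gave at least 11. The number of lists called therefore does not set WT against KO apart from other splits. The split with 5 genes sets WT libraries 1 and 3 and KO library 1 against the rest, with 1507 genes at an unadjusted p under 0.05 from edgeR, against 278 for WT against KO and 2964, the most, with WT libraries 1 and 2 and KO library 3 against the rest, where 0 genes passed. The 5 genes, named after their values were seen, were S100a8, S100a9, Retnlg, Slfn4 and Clec4d, all genes of neutrophils or other myeloid cells. S100a8 had 62.9, 26.1 and 108 CPM in WT and 78.8, 29.3 and 21.4 CPM in KO. The first principal component, with 35.5% of the variance, set WT library 2 (28.6) and KO library 3 (17.1) apart from the others (−14.5 to −6.35).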
